A study of Homo sapiens with 2 samples. Its data were reported in "Divergence between neural and retinal lineage specification during human brain development by signal transduction" (2025).

How the data were processed

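ATAC-sequencing libraries were made by the authors from H7 human embryonic stem cell-derived dorsal forebrain organoids at week 5. The organoids had been grown from a mixture of unlabelled wild-type cells and GFP-labelled S6K1 KO cells, and the cells were sorted by GFP before library preparation. Per the study's methods, only the KO cells had been infected with AAV2 particles carrying eGFP, so effects of label and genotype cannot be told apart. The GFP-negative (WT) and GFP-positive (S6K1 KO) fractions gave 1 library each, and groups were taken from the sample labels. Both groups therefore had 1 library, which allows no estimate of the spread between libraries.

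The authors deposited a table of counts for each library, an annotated table of peaks, and lists of regions less and more accessible in the KO cells. Per the study's methods, reads were trimmed, aligned to hg38 with Bowtie2 and sorted with Sambamba, peaks were called per library with MACS3 and combined, and read pairs were counted per combined peak. The submitters' processing notes name Genrich 0.6.1 in place of MACS3, so the peak caller behind the deposited counts is not certain. Per the file headers, the counts were made with featureCounts in paired mode after each read had been reduced to its 5 prime end, and they were not normalized. The study's methods give shift and extension settings for the peak calling in MACS3. Whether reads were also shifted for the transposase before counting was not given in the sources used here, and the median peak length was 322 bp. The deposited annotation gives the positions, distances to a start site and genes that the authors obtained with ChIPseeker 1.32.0. The deposited region lists hold positions only, without ratios. The study's methods give edgeR for these lists, whereas the submitters' processing notes name DESeq2 1.37.4.

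The deposited count table held 221467 peaks, with 2116752 counts in the WT library and 1575843 in the KO library. Peaks with 0 counts numbered 6015 in the WT library and 5066 in the KO library. The annotated table held 185418 peaks, all with at least 2 counts in both libraries. Of the 36049 other peaks, 35847 had under 2 counts in at least 1 library. No peak ended beyond the end of an hg38 chromosome. Peaks outside the annotated table were given the gene with the nearest protein-coding start site of GENCODE release 44, and such genes are described as near a region.

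Regions were compared at the thresholds that the study's methods state for edgeR. The methods name neither the test within edgeR nor the scaling, so the exact test of edgeR 4.0.16 in R 4.3.3 on TMM-scaled counts of all peaks was chosen. The assumed biological coefficient of variation was 0.4, and a region passed at an unadjusted p below 0.01 and a log2 ratio below -2 or above 2. The TMM factors were 0.945 for the WT library and 1.06 for the KO library. Passing is a rule of selection, since the coefficient is assumed and not measured. The deposited lists were matched to these regions by exact coordinates, and matching by an overlap of 1 bp or of most of both regions gave the same counts. After the data had been examined, the filter visible in the annotated table and an unadjusted p below 0.05 were added as alternatives.

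For genes, counts were summed over all peaks that the deposited annotation places within 3 kb of a start of that gene, and the log2 ratio was taken with a pseudocount of 0.5. Genes with at least 20 counts over both libraries were kept. The interval of each ratio is the exact 95% interval of the KO share of the summed counts, turned into a ratio. It covers counting error only, because duplicate reads and differences between organoids are not in it. Where a library had 0 counts, a floor of 3 counts in that library was used for a lower bound of the fold. At 10, 20, 50 and 100 counts, 97.4%, 96.0%, 96.8% and 95.7% of such intervals held the true value in simulated data. A list was described by the median ratio of its genes and by the percentile of this median among 10000 random lists of the same size, each gene being replaced by 1 of the 200 genes closest to it in total promoter count. These percentiles describe the libraries and are not p-values. The 28 gene lists (616 distinct genes) were fixed before the data were examined. Some genes stand in several lists, such as OTX2 in the retinal neuron, pigment epithelium and choroid plexus lists.

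The genes named in the text were chosen by a rule fixed at the same time. It took RPS6KB1, the genes that the study follows up in these cells (MAP2, ATOH7, EFNA5, EPHA2, CDH1 and CDH2), and up to 8 genes in each direction with a selected region, ranked by the interval bound nearest to 0. It also took up to 4 genes of each list with the largest ratio whose interval excluded 0, and the listed genes with a selected region. A few results that this rule would name are not reported here. Regions of the deposited lists were named after their counts had been seen, as the most strongly covered ones or as those assigned to listed genes.

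Sequence context was taken from hg38 with pysam 0.24.0. The 4 oligonucleotides given for RPS6KB1 were matched on both strands of chromosome 17, and the match inside RPS6KB1 was used. The peaks that overlap repeated sequence were described by the share of their 32-base words that occur more than once in hg38. Consensus motifs of 18 factor families were searched in 99527 intronic and intergenic peaks with 10 to 100 counts, and their pooled ratio was compared with 1000 sets of peaks matched on total count, GC content and length. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and plots were drawn with matplotlib 3.10.9.

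The procedures were tested on simulated data before they were run on the deposited counts. With Poisson counts drawn for the 221467 peaks and 50 peaks changed per fold size, the region rule recovered 51% of peaks lowered by 4 on the log2 scale, 23% of those lowered by 3, 19% of those raised by 3 and 33% of those raised by 4, while 11 unchanged peaks passed as lower and 2 as higher. When the counts were drawn with the coefficient of variation that the rule assumes, 390 unchanged peaks passed as lower and 271.5 (the mean of 2 rounds) as higher. For 40 simulated lists of 25 genes, a planted shift of -0.5 put 100% below percentile 2.5, and with no shift 2.5% lay below percentile 2.5 and 7.5% above percentile 97.5. For motif sets, a planted shift of -0.05 was found in 100% of 40 rounds.

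Alternatives set before the data were examined were other scalings (library size, median ratio, upper quartile, equal summed housekeeping promoter counts), removal of the loess trend of the ratio with mean count, centring of each chromosome, filters on low counts, autosomes only, coefficients of 0.2 and 0.6, an adjusted p, a log2 threshold of 1, all assigned peaks or promoter peaks within 1 kb, minimum counts of 1 and 100, and a pseudocount of 5. An attempt to fit DESeq2 to a part of the same counts stopped, and the reason for the stop was not recorded.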

Results

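ATAC-sequencing was used to compare open chromatin in cells with and without S6K1 that had grown side by side in the same organoids. In this assay a transposase inserts adapters into accessible DNA, and the read pairs falling into each peak are counted. The organoids were dorsal forebrain organoids made from H7 cells, an established human embryonic stem cell line. They mixed unlabelled wild-type (WT) cells with GFP-labelled cells in which S6K1, the ribosomal protein S6 kinase encoded by RPS6KB1, had been knocked out (KO). At week 5 the cells were sorted into a GFP-negative WT fraction and a GFP-positive S6K1 KO fraction, and 1 library was made from each. The WT library held 2116752 counts and the KO library 1575843 counts over 221467 peaks. The median peak had 7 counts in the WT library and 6 in the KO library, and 81.2% of the peaks had at most 20 counts over both libraries. Ratios are log2 values of KO over WT after TMM scaling, so that a negative value means fewer counts in the KO library. With 1 library per group no difference here has a replicate check and no p-value is given. The 95% exact intervals cover counting error only, and any rule applied to the reads compares these 2 libraries, not the 2 conditions.

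RPS6KB1, the targeted gene, showed no loss of signal in the peaks that carry its name, and none of these peaks lay in the targeted part. The gene lies on the plus strand of chromosome 17 from 59893121 to 59950574 in hg38 and has 15 exons. The study's methods give 4 oligonucleotides for exons 9 and 11. TTAAACATAATTGGTTTGGGGG matched intron 8 (59934273 to 59934294) and GCAGCTTTTAACTGTGCACCTA matched the minus strand of intron 9 (59934526 to 59934547). AAAAGAAATGCTGCTTCTCGTC matched exon 11 (59936221 to 59936242) and AGGAAGAAAAGTTGAGGGGACT matched the minus strand of intron 11 (59936426 to 59936447). No peak lay between the outermost of these positions, so the peaks of the gene cannot check the genotype labels. A promoter peak 1 to 2 kb from an annotated start (59905161 to 59905420) had 6 counts in the WT library and 7 in the KO library (log2 ratio 0.47, interval -1.31 to 2.33). An intronic peak (59920260 to 59920802) had 7 and 10 counts (0.75, -0.76 to 2.41), and both together had 13 and 17 (0.64, -0.48 to 1.81). The peak over the RPS6KB1 start itself (59892738 to 59893816) was assigned to TUBD1, a tubulin gene that starts at the same promoter. It had 61 counts in the WT library and 21 in the KO library (-1.25, -2.07 to -0.54).

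To examine whether neuronal genes were less accessible in S6K1 KO cells grown beside WT cells, promoter counts were compared for 2 lists of neuronal genes. Promoters of both lists had fewer counts in the KO library, by about as much as promoters of other genes. Of 27 measured pan-neuronal genes, 11 had an interval below 0 and 0 had one above 0, with a median log2 ratio of -0.53. The largest differences were at INA, which encodes a neuronal intermediate filament (42 WT and 11 KO counts, -1.62, -2.78 to -0.69), and TAGLN3, a neuron-enriched relative of transgelin (37 and 11, -1.44, -2.61 to -0.49). ELAVL3, a neuronal RNA-binding protein, had 57 and 18 counts (-1.37, -2.25 to -0.61). DCX, a microtubule-binding protein of migrating neurons, had 23 and 8 (-1.20, -2.63 to -0.05). Of 24 measured genes of excitatory cortical neurons, 12 had an interval below 0 and 0 above, with a median of -0.62. Among them were POU3F3, a POU-domain factor of cortical progenitors and upper-layer neurons (34 and 7, -1.94, -3.44 to -0.82), and NEUROD1, a basic helix-loop-helix factor of neuronal differentiation (32 and 10, -1.37, -2.60 to -0.35). BCL11B, a factor of deep-layer projection neurons, had 99 and 38 counts (-1.11, -1.70 to -0.57), and FOXP2, a forkhead factor of deep-layer neurons, had 96 and 39 (-1.03, -1.61 to -0.49).

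Promoters as a whole were lower in the KO library, and with the main settings the housekeeping list had the lowest median of the lists. Other lists were lower than it in some alternatives, such as polycomb genes with the nearest coding start (-0.87 against -0.82) and retinal progenitor genes without the loess trend (-0.28 against -0.24). Over 15871 genes with at least 20 promoter counts the median log2 ratio was -0.51. The interval lay below 0 for 5397 genes (34.0%) and above 0 for 413 (2.60%). Relative to this median the pan-neuronal list lay at -0.02 and the excitatory list at -0.11. Among 10000 random lists of the same size and promoter count, the pan-neuronal median stood at percentile 53.6 and the excitatory median at percentile 30.1. The 21 measured housekeeping genes had a median of -0.92, at percentile 0.31, and 15 of them had an interval below 0. The list came back inside the central 95% of matched lists with promoter peaks within 1 kb (percentile 7.62), with the nearest coding start (6.02) and without the trend of the ratio with peak strength (9.20). They included PGK1, a glycolytic kinase (27 and 6 counts, -1.82, -3.47 to -0.60), PSMB4, a proteasome subunit (20 and 5, -1.63, -3.51 to -0.28), TUBA1B, an alpha-tubulin (93 and 33, -1.22, -1.85 to -0.64), and HPRT1, an enzyme of purine salvage (23 and 8, -1.20, -2.63 to -0.05). The sign of these medians depends on the scaling. Scaling by library size moved every ratio up by 0.16, while making the summed housekeeping promoter counts equal moved every ratio up by 0.81 and turned the pan-neuronal median to 0.28 and the excitatory median to 0.18.

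**Figure D1:**
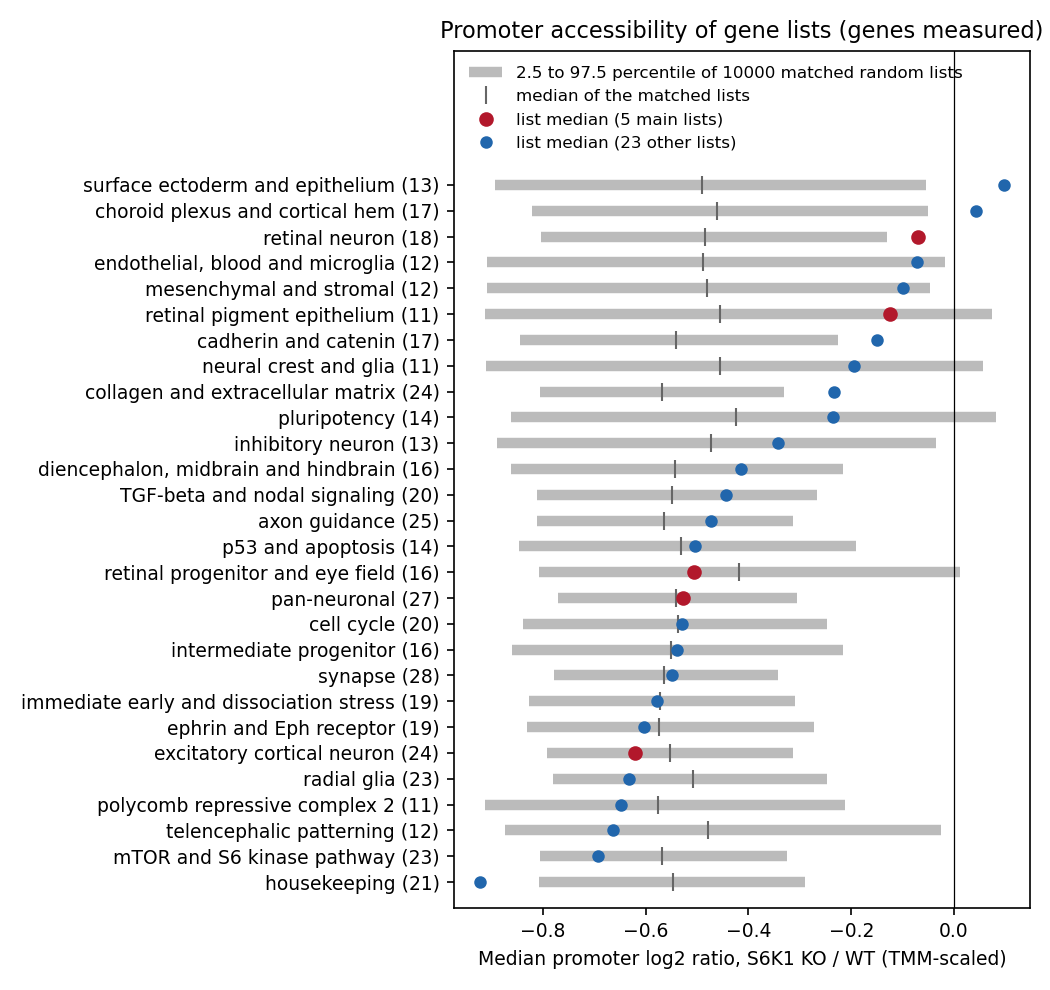
Median promoter log2 ratio (S6K1 KO over WT, horizontal axis) of each of the 28 gene lists, with the number of measured genes in parentheses; dots are list medians, grey bars span the central 95% of 10000 matched random lists and ticks mark their median. The pan-neuronal (-0.53) and excitatory (-0.62) dots lie inside their bars, housekeeping (-0.92) lies left of its bar and retinal neuron (-0.07) right of it, and scaling on the housekeeping promoters would move all dots right by 0.81.

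MAP2, which encodes a dendritic microtubule-associated protein and serves as a marker of mature neurons, had fewer promoter counts in the KO library, with a ratio equal to that of the median promoter. Its 5 promoter peaks on chromosome 2 had 108 counts in the WT library and 63 in the KO library (-0.51, -0.99 to -0.05). The peak at its main start site (209423751 to 209424518) had 48 and 27 counts (-0.56), and that of a downstream start site (209579258 to 209579653) had 19 and 5 (-1.56). These 2 peaks, which lie within 3 kb of a coding start, together had 67 and 32 (-0.79, -1.46 to -0.17), an interval that includes the median promoter. Over all 36 annotated peaks assigned to MAP2 the counts were 317 and 228 (-0.21, -0.46 to 0.04), an interval that includes 0. With the housekeeping scaling the promoter ratio of MAP2 turned to 0.30.

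**Figure D2:**
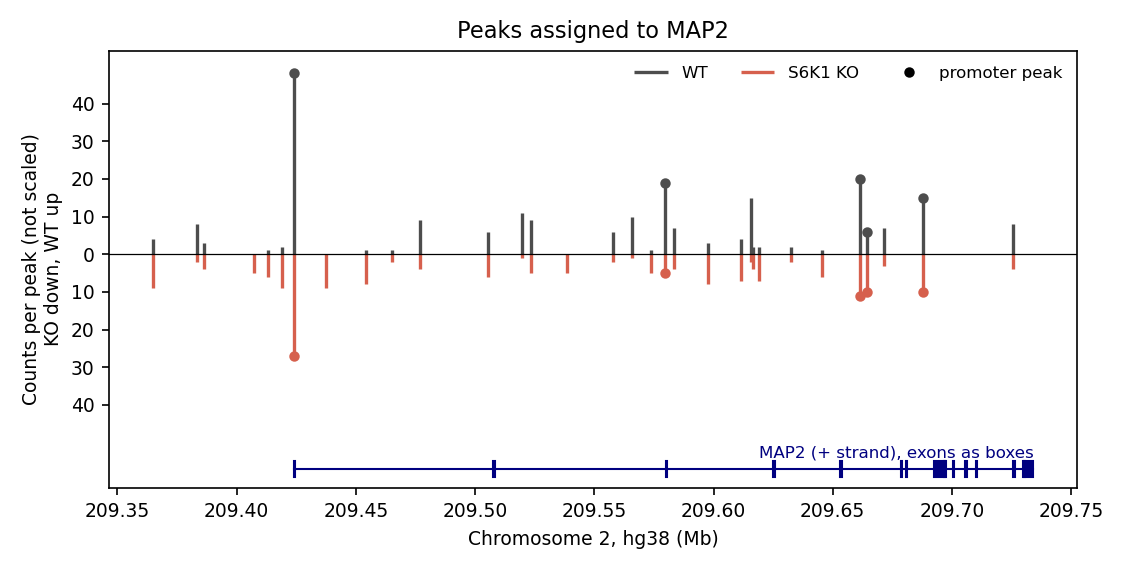
Peaks assigned to MAP2 along chromosome 2 (horizontal axis, hg38, Mb), with unscaled counts per peak of the WT library drawn upward and of the S6K1 KO library downward; dots mark promoter peaks, and boxes on the line below are exons. The tallest peak, at the main start site, has 48 WT and 27 KO counts.

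Retinal genes were examined in the same way, because retinal cells had arisen in organoids made wholly of S6K1 KO cells. Promoters of retinal progenitor genes were lower in the KO library by as much as other promoters, whereas the median ratio of retinal neuron genes lay nearer to 0. Of 16 measured genes of retinal progenitors and the eye field, 4 had an interval below 0 and 0 above, with a median of -0.51 (percentile 33.3), which turned to 0.30 with the housekeeping scaling. These were VAX2, a homeobox factor of the ventral retina (59 and 18 counts, -1.42, -2.30 to -0.67), PAX2, a paired-box factor of the optic stalk (68 and 29, -0.95, -1.65 to -0.32), TBX3, a T-box factor (40 and 18, -0.87, -1.78 to -0.05), and PAX6, a factor of both the eye field and cortical radial glia (73 and 39, -0.63, -1.24 to -0.06). The 18 measured retinal neuron genes had a median of -0.07, which is 0.44 above the median promoter and stood at percentile 98.7 of matched lists. It came back inside the central 95% with promoter peaks within 1 kb and with all assigned peaks (percentile 97.1 in both). The 3 genes with at least 100 counts had a median of -0.87, against -0.60 for all promoters with at least 100 counts. Within this list 4 genes nevertheless had an interval below 0 and 0 had one above. They were PRDM1, a zinc-finger factor of photoreceptor precursors (55 and 17, -1.40, -2.31 to -0.62), PRDM13, a factor of amacrine cells (28 and 9, -1.32, -2.64 to -0.25), EBF3, a helix-loop-helix factor (90 and 38, -0.97, -1.57 to -0.42), and NRL, which specifies rod photoreceptors (119 and 54, -0.87, -1.37 to -0.40). ATOH7, the helix-loop-helix factor required for retinal ganglion cells, had 43 and 27 counts in its promoter peak on chromosome 10 (68231080 to 68232392), and its interval included 0 (-0.40, -1.16 to 0.32). The 11 measured genes of the retinal pigment epithelium had a median of -0.12 (percentile 89.7). The medians of both lists turned positive with the housekeeping scaling. Among the pigment epithelium genes only MITF, the regulator of pigment cell genes, had an interval that excluded 0 (56 and 27, -0.78, -1.51 to -0.10).

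Ephrins, Eph receptors and cadherins were examined because the sorted populations had separated in space within the organoids. CDH2, the cadherin of neural tissue, had fewer promoter counts in the KO library, while CDH3, the placental cadherin, had more. CDH2 had 91 WT and 37 KO counts in 4 promoter peaks on chromosome 18 (-1.02, -1.63 to -0.47), and 392 and 271 over its 45 assigned peaks (-0.27, -0.50 to -0.04). CDH3 had 11 and 30 promoter counts (1.67, 0.67 to 2.86), CTNND1, which encodes the cadherin-binding p120 catenin, had 32 and 44 (0.72, 0.03 to 1.43), and CDH11, a cadherin of mesenchymal cells, had 60 and 32 (-0.63, -1.31 to -0.0014). CDH1, the epithelial cadherin, had 46 and 56 counts in its promoter peaks (0.54, -0.04 to 1.14), but 16 and 9 in the peaks within 3 kb of its coding start (-0.53, -1.93 to 0.70), so that its direction depends on the peaks taken. The 17 cadherin and catenin genes had a median of -0.15 (percentile 99.1), with 3 intervals below 0 and 2 above. The percentile was 74.7 with all assigned peaks and 96.1 with the nearest coding start, both inside the central 95% of matched lists. The cadherin median turned positive with the housekeeping scaling, as did that of the ephrin list. The ligand EFNA5 had 36 and 40 promoter counts (0.41, -0.27 to 1.11) and 398 and 387 over its 56 assigned peaks (0.22, 0.02 to 0.43), but 34 and 27 in the peaks within 3 kb of its coding start (-0.06, -0.85 to 0.70), so that its direction depends on the peaks taken too. The receptor EPHA2 had 44 and 37 promoter counts (0.02, -0.66 to 0.68). The 19 measured ephrin and Eph receptor genes had a median of -0.60 (percentile 43.6), and 9 had an interval below 0. Among these were the ligands EFNA4 (33 and 8, -1.72, -3.11 to -0.64), EFNB1 (52 and 17, -1.32, -2.23 to -0.54) and EFNB2 (56 and 19, -1.27, -2.13 to -0.52), and EPHB6, a receptor that lacks kinase activity (32 and 13, -1.004, -2.09 to -0.07).

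Promoter medians of the progenitor and signalling lists lay inside the central 95% of their matched lists. Radial glia genes had a median of -0.63 over 23 genes (percentile 19.4), with 9 intervals below 0 and 1 above. SOX3, a SOXB1 factor of neural progenitors, had 26 WT and 3 KO counts (-2.66, -5.22 to -1.15), TTYH1, a chloride channel family member of neural stem cells, had 78 and 22 (-1.54, -2.32 to -0.86), VIM, the intermediate filament vimentin, had 103 and 33 (-1.36, -1.99 to -0.80), and the receptor NOTCH1 had 57 and 20 (-1.22, -2.06 to -0.49). Telencephalic patterning genes had a median of -0.66 over 12 genes (percentile 18.8), with ETV5, an ETS factor downstream of FGF signalling, at 124 and 62 counts (-0.73, -1.20 to -0.29). Medians were -0.54 for 16 intermediate progenitor genes (percentile 53.02), -0.55 for 28 synapse genes (percentile 55.1), -0.47 for 25 axon guidance genes (percentile 77.1) and -0.34 for 13 inhibitory neuron genes (percentile 73.2). In the last of these lists SST, the gene of the peptide somatostatin, was higher in the KO library (5 and 16, 1.85, 0.43 to 3.74) and DLX6, a homeobox factor of interneurons, was lower (50 and 19, -1.11, -1.98 to -0.34). The 23 genes of the mTOR and S6 kinase pathway had a median of -0.69 (percentile 17.3), with 11 intervals below 0 and 1 above. Among the lower genes were EIF4EBP1, a translation repressor that mTOR phosphorylates (60 and 21, -1.23, -2.04 to -0.51), and RHEB, a GTPase that activates mTOR (83 and 36, -0.93, -1.55 to -0.36). Polycomb repressive complex 2 genes had a median of -0.65 over 11 genes (percentile 34.4), with EZH2, its methyltransferase, at 83 and 30 counts (-1.19, -1.86 to -0.59). The counting interval of the polycomb median lay below the median promoter (-0.59 to -0.0027 relative to it), and over all assigned peaks this list stood at percentile 0.65 and the immediate early list at 0.705, both below the central 95%. Cell cycle genes had a median of -0.53 over 20 genes (percentile 52.5), p53 and apoptosis genes -0.50 over 14 (percentile 56.6), immediate early genes -0.58 over 19 (percentile 46.8), and TGF-beta and nodal genes -0.44 over 20 (percentile 78.4). CDK1, the kinase that drives mitosis, had 60 and 16 counts (-1.61, -2.54 to -0.83), and EGR1, an immediate early factor, had 172 and 63 (-1.18, -1.63 to -0.76). All of these medians turned positive with the housekeeping scaling, which left their distances to the median promoter as they were.

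At single regions, the thresholds given in the study's methods (edgeR with an assumed coefficient of variation of 0.4, unadjusted p below 0.01 and a log2 ratio beyond 2), applied here with the exact test to all peaks, selected more regions with lower than with higher counts in the KO library, a direction that some filters on low counts reversed. They selected 260 lower regions and 102 higher ones, so that 71.8% were lower. Most were thin peaks with hardly any signal in 1 of the libraries. The KO library had under 2 counts in 244 of the lower regions, and the WT library had under 2 in 100 of the higher ones. The median selected region had 14 counts over both libraries when lower and 11 when higher. Within 3 kb of a coding start lay 19 of the lower (7.31%) and 7 of the higher regions (6.86%). By the authors' annotation 20.97% of annotated peaks were promoters, but it leaves out peaks with under 2 counts in a library, so these shares are not directly comparable. The share of lower regions among those selected was 56.1% with library size scaling and 1.14% with the housekeeping scaling. It was 95.9% once the trend of the ratio with peak strength was removed. It was 39.5% with at least 10 counts over both libraries (141 lower and 216 higher regions) and 4.23% with at least 20 counts in the higher library (3 and 68), but 84.2% with at least 2 counts in both libraries (16 and 3).

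The selected regions with the strongest counting evidence mostly lay over 10 kb from a coding start, and the gene with the nearest coding start is named for each but RNY3, which the annotation gives. These distances reached 168167 bp for PLCB1, 189350 bp for ZKSCAN2 and 1394992 bp for TENM4. Whether the regions act on the named genes was not tested. Where a library had 0 counts, the ratio was bounded with a floor of 3 counts. A region near CDC6, a replication licensing factor (chromosome 17, 40276261 to 40276916), had 23 WT counts and 0 KO counts and was at least 6.39-fold lower. The same counts and bound held for a region 1251 bp from a start of DNMT3A, a de novo DNA methyltransferase (chromosome 2, 25340328 to 25340674). A region near PLCB1, a phospholipase (chromosome 20, 8431835 to 8432559), had 22 and 0 counts and was at least 6.11-fold lower. Regions near NFIA, a factor of cortical and glial development (chromosome 1, 61512587 to 61513164), TENM4, a teneurin adhesion protein, CRYM, a thyroid hormone-binding protein (356 bp from its start, chromosome 16, 21302083 to 21302706), and FNIP2, a folliculin partner, each had 19 and 0 counts and were at least 5.28-fold lower. The promoter of RNY3, a small noncoding RNA (chromosome 7, 148983301 to 148984019), had 37 and 2 counts (-3.64, -7.04 to -1.99). In the other direction, a region near C8orf90 (chromosome 8, 141492357 to 141492590) had 0 WT and 17 KO counts and was at least 6.80-fold higher. A region near COL6A5, a collagen VI chain (chromosome 3, 130392473 to 130393219), had 1 and 25 counts (4.35, 2.30 to 10.27). A region near ITM2B, a membrane protein gene, had 0 and 14 counts and was at least 5.60-fold higher. Regions near APBA2, ZKSCAN2, OSBPL1A, the urea transporter gene SLC14A1, and PMAIP1, a p53 target that promotes apoptosis, each had 0 and 13 counts and were at least 5.20-fold higher.

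Among the listed genes, those with a selected region came from the neural, retinal, signalling and other lists. The regions named here lay from 43318 bp (CACNA1A) to 1091121 bp (CTNNA2) from the coding start, with NR2F2 at 831160 bp, ISL1 at 460014 bp and SOX9 at 289633 bp. Near therefore means only the nearest coding start, and an effect on these genes was not tested. A region near ISL1, a LIM homeobox factor of retinal ganglion cells and motor neurons (chromosome 5, 51843686 to 51844633), had 16 WT and 0 KO counts and was at least 4.44-fold lower, as was a region with the same counts near the chemokine receptor gene CXCR4 and another near CTNNA2, an alpha-catenin of neurons. A region near TBX5, a T-box factor of the dorsal retina (chromosome 12, 114194292 to 114194666), had 22 and 1 counts (-3.64, -9.56 to -1.57). A region in the neighbourhood of GLI3, a Hedgehog pathway repressor (chromosome 7, 42068716 to 42069128), had 20 and 1 (-3.51, -9.43 to -1.41), as had a region near GADD45A, a p53 target. The region nearest to MAP2 that passed lay 458793 bp from its start (chromosome 2, 208964537 to 208965254), with 14 and 0 counts, at least 3.89-fold lower. The same counts were found near TPBG and the neurexin family gene CNTNAP2. Regions near the signal transducer gene SMAD4 (17 and 0) and THY1 (15 and 0) were at least 4.72-fold and 4.17-fold lower. Regions near the progenitor factor SOX9, the netrin receptor gene DCC, SYT4, NR2F2, IRX5, ACVR2A and ZIC1 had 13 and 0 counts and were at least 3.61-fold lower. Higher in the KO library were regions near SOX2, a factor of neural progenitors, POU4F1, a factor of retinal ganglion and sensory neurons, and JARID2 (0 and 11 counts, at least 4.40-fold), near the calcium channel gene CACNA1A and SIM1 (0 and 12, at least 4.80-fold), and near the cadherin gene CDH4 (0 and 13, at least 5.20-fold).

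The authors' deposited lists of regions less accessible in the KO cells held promoters as well as regions away from them, and regions of genes from neural and from other lists. The authors' deposited down list had 796 regions, of which 268 (33.7%) were promoters, and the authors' deposited up list had 240 regions, of which 41 (17.1%) were. Among all annotated peaks 20.97% were promoters. All regions of the authors' deposited down list had more scaled counts in the WT library, and all 240 of the authors' deposited up list had more in the KO library. The most strongly covered region of the down list was the promoter of TBC1D10B, a GTPase-activating protein (chromosome 16, 30370376 to 30371214), with 110 WT and 21 KO counts (-2.10, -2.87 to -1.44). It was followed by the promoters of RAVER1, a splicing cofactor (97 and 18, -2.13, -2.98 to -1.43), ZNF444 (90 and 16, -2.19, -3.10 to -1.45), the kinase gene CDK16 (85 and 15, -2.20, -3.14 to -1.44) and CSNK2A1, a casein kinase 2 subunit (77 and 15, -2.06, -3.002 to -1.29). In the up list, the strongest region lay between genes at LOC107987235 (chromosome 16, 34582206 to 34582845; 30 and 117 counts, 2.21, 1.64 to 2.86). Of the listed genes, EOMES, the T-box factor of intermediate progenitors, had 3 regions in the down list, the nearest 17388 bp from its start (chromosome 3, 27704029 to 27704935) with 16 and 2 counts (-2.46, -5.90 to -0.65). FOXP2, the radial glia phosphatase gene PTPRZ1, the Slit receptor gene ROBO1 and the glutamate receptor gene GRIA4 had 2 regions each. The promoters of ELAVL4, a neuronal RNA-binding protein (chromosome 1, 50023636 to 50024170; 21 and 2, -2.84, -6.27 to -1.10), and of SOX3 (chromosome X, 140504979 to 140505270; 26 and 3) were in the down list too, as was a region 30169 bp from LHX2, a LIM homeobox factor of cortex and eye (32 and 5, -2.30, -4.13 to -1.04). Regions of the immediate early genes JUN, FOSL2 and KLF2, of the retinal neuron genes EBF1 and THRB, of the keratin gene KRT19 and of the housekeeping gene PPIA were in the down list as well, with 16 to 29 WT counts and 2 to 4 KO counts. The up list held regions of NFIB, a factor of cortical development (2 and 15, 2.90, 1.07 to 6.34), PAX2 (2 and 14, 2.80, 0.95 to 6.25) and KRT8, an epithelial keratin (3 and 16, 2.5003, 0.87 to 5.10). The stated rule applied to all peaks selected 16 of the regions in the authors' deposited down list (2.01%) and 2 of those in the authors' deposited up list (0.833%). Restricting the test to the 185620 peaks with at least 2 counts in both libraries and taking unadjusted p below 0.05 returned exactly the regions of the authors' deposited lists, 796 and 240, and none of these peaks had an adjusted p below 0.05 in the same edgeR test.

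Promoter peaks as a class were lower in the KO library than peaks elsewhere. Among annotated peaks with at least 20 counts, the median log2 ratio was -0.66 at promoters and -0.37 outside them, and 35.0% of the promoter peaks but 15.04% of the others had an interval below 0. Promoters took 38.4% of the annotated counts in the WT library and 31.1% in the KO library. Among annotated autosomal peaks, which all have at least 2 counts in both libraries, the ratio varied with the counts of the peak. Thin peaks with hardly any signal in 1 library are left out by this filter, so the ratios at 6 to 10 counts may partly reflect it. Promoter peaks went from a pooled ratio of 0.52 at 6 to 10 counts to -0.78 at 51 to 100 counts and -0.93 in the 26 peaks above 200 counts. Intronic and distal intergenic peaks went from 0.43 at 6 to 10 counts to -0.47 at 51 to 100, and then turned to 0.12 in 64 peaks of 101 to 200 counts and 0.52 in 45 peaks above 200. Above 100 counts, the median ratio was -0.78 in the 26 of these peaks with little repeated sequence. It was 0.54 in 32 with some and 0.56 in 51 with mostly repeated sequence. With the housekeeping scaling the medians of annotated peaks with at least 20 counts turned to 0.15 at promoters and 0.43 outside them. Once the trend of the ratio with peak strength was removed, they were -0.16 and -0.14. The mean ratio of promoters minus that of distal peaks was -0.24 without matching, -0.14 among peaks of the same total count and -0.12 among peaks of the same GC content, length and total count, so how much of the difference between the classes is left depends on how strength is taken into account.

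**Figure D3:**
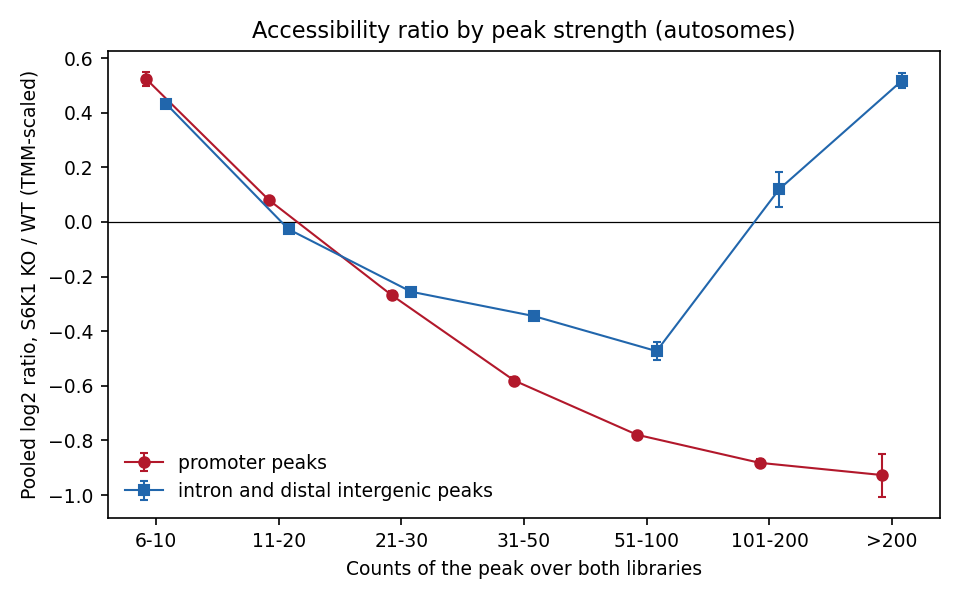
Pooled log2 ratio of counts (S6K1 KO over WT, TMM-scaled, vertical axis) for annotated autosomal peaks, all with at least 2 counts in both libraries, grouped by their counts over both libraries (horizontal axis), for promoter peaks (circles) and for intronic and distal intergenic peaks (squares); bars are 95% exact counting intervals. Both classes decline with strength up to 51 to 100 counts, to -0.78 and -0.47, and the strongest distal peaks lie above 0 (0.52); scaling on the housekeeping promoters would move all points up by 0.81.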

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

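No paired analysis was possible because each group had 1 library. The tests at 2 or more counts in both libraries were chosen after seeing the data, as was the assignment of promoter peaks to the nearest coding start site, which moved none of the 5 main lists beyond its counting interval. DESeq2 gave no result, since the attempt to fit it stopped, and a minimum of 100 counts left no gene of the pigment epithelium list. Where not stated otherwise the cause of a change was not tested. The number of lower regions (260) became 142 with library size scaling, 25 with the housekeeping scaling, 656 without the loess trend, 141 with at least 10 counts over both libraries, 3 with at least 20 counts in the higher library, 2741 and 2 at coefficients of variation of 0.2 and 0.6, and 0 with an adjusted p below 0.05. The number of higher regions (102) became 2172 with the housekeeping scaling, 28 without the loess trend, 216 with at least 10 counts, 1471 and 0 at coefficients of 0.2 and 0.6, and 0 with an adjusted p below 0.05. With at least 2 counts in both libraries 16 lower and 3 higher regions were left, and 796 and 240 at an unadjusted p below 0.05. The coefficient acts through the test itself, and the filters on low counts also change the TMM factors. With the housekeeping scaling, the pan-neuronal median turned to 0.28, the excitatory to 0.18, the retinal progenitor to 0.30 and the MAP2 promoter to 0.30, and the retinal neuron and pigment epithelium medians became 0.74 and 0.68. Without the loess trend the pan-neuronal median was -0.19, the excitatory -0.15 and the retinal neuron 0.25. Over all assigned peaks the medians were -0.29 (pan-neuronal), -0.31 (excitatory) and -0.064 (retinal progenitor), and with at least 100 counts the 3 retinal neuron genes left had a median of -0.87. Among the other lists, the distance of the polycomb median from the median promoter turned to 0.023 without the loess trend. The median of promoter peaks was -0.50 with library size, -0.63 with the median ratio and with the upper quartile scaling, 0.15 with the housekeeping scaling and -0.16 without the trend. Outside promoters it was -0.21, -0.34, -0.34, 0.43 and -0.14. Of the values that answer a comparison, 69 others stayed within 1.5 times the main count or within the counting interval of the main value, and so did 295 values of single genes and secondary lists. For each of the 23 secondary lists the value was the distance of its median to the median promoter. No scaling factor can change that distance, so these values under the other scalings were fixed in advance and check nothing. Depth limits the single regions, since 81.2% of the peaks had at most 20 counts over both libraries.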

Other observations

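Of the tests in this part, those of weaker enrichment, of a loss confined to neural promoters, of variation at the assumed coefficient and of the CTCF motif were chosen only after the result was seen.

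Some lists of genes from tissues other than cortex had promoter medians above those of matched lists, and others did not. The 13 surface ectoderm and epithelium genes had a median log2 ratio of 0.10 (percentile 99.5 of matched lists) and the 17 choroid plexus and cortical hem genes a median of 0.04 (percentile 99.2), whereas the median promoter lay at -0.51. Collagen and extracellular matrix genes (24 genes, -0.23, percentile 99.5), endothelial, blood and microglia genes (12 genes, -0.07, percentile 95.9) and mesenchymal genes (12 genes, -0.10, percentile 95.6) also lay high among matched lists. Neural crest and glia genes (11 genes, -0.19, percentile 81.2), pluripotency genes (14 genes, -0.24, percentile 77.4) and genes of diencephalon, midbrain and hindbrain (16 genes, -0.42, percentile 79.1) lay nearer to them. Single genes went both ways. ELF3, an epithelial ETS factor, had 11 WT and 23 KO promoter counts (1.29, 0.23 to 2.51), PECAM1, an endothelial adhesion molecule, 8 and 20 (1.53, 0.34 to 2.98), DCN, the matrix proteoglycan decorin, 9 and 21 (1.44, 0.30 to 2.80), and ZFP42, a pluripotency factor, 6 and 18 (1.77, 0.45 to 3.47). WNT2B, a ligand of the cortical hem, had 68 and 20 counts (-1.48, -2.30 to -0.77), COL11A1, a fibrillar collagen, 53 and 15 (-1.52, -2.49 to -0.71), EPCAM, an epithelial adhesion molecule, 61 and 29 (-0.80, -1.50 to -0.15), and SOX17, an endothelial and endodermal factor, 35 and 12 (-1.24, -2.36 to -0.30). The signs of these medians, but not their percentiles, depend on the scaling factor.

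Outside promoters the same contrast between gene groups was small. The 2705 non-promoter peaks of genes in the 8 neural lists had a pooled ratio of -0.08 against -0.04 in matched peaks (percentile 2.45), and the 1085 peaks of the 8 lists of other tissues had 0.03 against -0.03 (percentile 96.6). Over all assigned peaks, promoter peaks included, the excitatory list stood at percentile 2.55 of matched lists and the pan-neuronal list at 6.56. Housekeeping genes stood at 0.01, polycomb genes at 0.65, immediate early genes at 0.705, mTOR pathway genes at 3.02 and p53 genes at 3.79. Low percentiles in this measure were thus not particular to the neuronal lists. The measure was matched on total count and not on promoter class, however. The comparison outside promoters was not made for these other lists. Among the 22 autosomes the KO counts deviated from those predicted by peak strength by between -0.08 on chromosome 7 and 0.08 on chromosome 16. The median ratio of peaks with at least 10 counts was -0.47 on chromosome 7 and 0.02 on chromosomes 13, 16 and 22.

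The lower promoter counts in the KO library were weighed first. A loss confined to neural promoters is argued against by the housekeeping median of -0.92. The housekeeping scaling brings this median to -0.12 because it makes these counts equal, but the pan-neuronal and excitatory medians then lie at 0.28 and 0.18, so neither scaling leaves a loss in the neuronal lists alone. GC bias as the whole cause is argued against by a difference of -0.18 between promoters and distal peaks of the same GC content and length. A weaker enrichment over background in the KO library may account for part of the pattern, since the ratio was also lower at stronger peaks away from promoters. The medians of annotated distal peaks of 51 to 100 and of 11 to 20 counts differed by -0.47, to which the filter on low counts may add. The neuronal lists stood at percentiles 53.6 and 30.1 among promoters of the same total count. Distal peaks with a proneural E-box lay 0.02 below matched peaks (percentile 2.2), but those with a CTCF motif, bound in all cell types, lay lower still (-0.18). Those with an OTX motif lay below matched peaks too (percentile 0.0), whereas more open retinal or choroid plexus sites had been predicted to lie above. That short consensus occurred in 20604 of the 99527 peaks, and whether the factors bind there was not examined. This value therefore cannot decide on such sites. Homeodomain (-0.11), NFI (-0.10) and ASCL E-box (-0.03) motifs also lay lower, all at percentile 0.0. Motifs of AP-1 (-0.006, percentile 29.8), TEAD (0.01, 94.7) and SOX (0.02, 97.2) stayed inside the central 95% of their matched sets. The CTCF value therefore cannot tell a loss at bound sites in general from a loss at sites of particular factors. For the strongest distal peaks, higher in the KO library, the share of repeated words cannot tell repeated sequence from other causes. A median of 45.8% of their words occurred more than once in hg38 (bootstrap interval 37.9 to 55.4%). The median ratio was -0.78 in the 26 such peaks with little repeated sequence, 0.54 in 32 with some and 0.56 in 51 with mostly repeated sequence. At 51 to 100 counts it was -0.59 in 406 peaks with little, -0.13 in 49 with some and 0.33 in 23 with mostly repeated sequence. Distal medians at these strengths thus lay above 0 only where repeated sequence was present, but how repeats would raise the KO counts was not tested.

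The regions of the deposited lists were weighed next. Counting noise with the observed trend let 109.31 peaks on average pass as lower (88 to 149 in 100 draws, against 796 observed) and 6.99 as higher (1 to 15, against 240), so counting noise alone does not account for either list. Variation between libraries may let many peaks pass in both directions, but no coefficient tried returned both observed counts. Draws without any changed peak let 2309.0 peaks pass as lower and 705.2 as higher at the coefficient of 0.4 that the rule assumes, more than observed. At 0.3 they let 1176.8 (1116 to 1263) pass as lower, above the observed count, and 241.4 (213 to 258) as higher, a range that holds it. At 0.2 they let 451.6 and 67.4 pass, fewer than observed. Because the test assumes 0.4 as well, a high number at that value was fixed in advance. The coefficient of these libraries is not known, so the draws cannot decide. Genes of the 8 neural lists had 21 regions in the down list, against a mean of 12.8 in matched sets of peaks (6 to 20, percentile 98.5, and 98.3 when matched also on counts per base), and 1 region in the up list against 4.03, whereas genes of other tissues had 5 regions in the down list against 6.25. The 21 regions belonged to 15 genes, but the matched sets drew each peak on its own, so their range may be too narrow. Position was not matched either. The regions of FOXP2, PTPRZ1 and CNTNAP2 lie on chromosome 7, where KO counts deviated lowest among the autosomes (-0.08). A lower accessibility near neural genes in KO cells stays a hypothesis, since the spread between libraries was not measured and the genotype differs together with the GFP label and the library.

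Last, the promoters that lay above matched promoters were weighed. A higher background share of wide, thinly covered peaks is argued against as the whole cause for the retinal neuron, choroid plexus and surface ectoderm lists, which still stood at percentiles 98.0, 97.8 and 99.1 among promoters matched also on counts per base, as did the collagen list at 98.4. It stays open for the cadherin list, which went from percentile 99.1 to 96.4 and so back inside the central 95%. Of 28 lists 5 lay above the central 95% of their matched lists and 1 below it, where 5% of lists would nominally fall outside by chance. In a simulation of 40 lists without a shift, 7.5% lay above and 2.5% below. That simulation was too small to tell these shares from the nominal ones, and it drew every gene from the same KO share. It cannot settle how many lists chance puts above the range, and the lists share genes such as OTX2 and CDH1. With all assigned peaks, narrower promoters, another gene assignment or the trend removed, each of the 5 came back inside that range at least once, with lowest percentiles of 97.1 (retinal neuron), 93.8 (collagen), 86.2 (surface ectoderm), 75.6 (choroid plexus) and 74.7 (cadherin). Pluripotency genes and genes of diencephalon, midbrain and hindbrain rose above that range with the nearest coding start. Endothelial, blood and microglia genes rose above it with all assigned peaks (98.5), but stood at 67.9 to 88.05 in the other alternatives. Whether the genotype, the viral GFP label, the cells that each sorted fraction held, or a difference between the libraries lies behind the higher list medians was not tested.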
